A study of Homo sapiens with 40 samples.

How the data were processed

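RNA was sequenced from BEAS-2B cells, an immortalised human bronchial epithelial line, after separation by polysome fractionation (Frac-seq, which compares total RNA, called input, with RNA bound to polyribosomes, called polysome). Per the labels, the cells carried either a control short hairpin RNA or a hairpin against IGF2BP3, an RNA-binding protein, and were left unstimulated or given IL-13 at 100 ng/ml for 24 h after starvation in 2% serum. The column names of the deposited table write siC and siIGF2BP3 where the growth protocol speaks of stable hairpin lines, and the protocol was followed. The 40 libraries fell into 8 groups of 5, set by fraction, treatment and line. There was 1 line per hairpin, so the knockdown and any other difference between the lines were not separable by design.

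The deposited table gave 62263 genes with an estimated count per library, with decimals and not scaled for depth, per the file headers and the values. The deposited table also gave TPM per gene and library, scaled by the authors for transcript length and depth, per the file headers. The TPM held in the table summed per library to between 82.3% and 85.9% of what a full set of TPM sums to, so the table held part of the genes they were scaled over. Neither the labels nor the headers named the aligner, the quantification program, the genome build or the annotation. Gene IDs were versioned Ensembl IDs, of which 62246 matched a symbol in a table of gene names and 17 did not. The transcript annotation used for chromosomes was GENCODE, joined by unversioned ID for 96.0% of the genes tested, and no coordinates were taken from it.

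The design had assumed counts. The deposited estimated counts were rounded to whole numbers and tested as such. Genes were kept with filterByExpr on the 8 groups, which left 16735 genes and at least 99.91% of the counts of every library. Library scaling used TMM factors, and CPM values were computed from the scaled library sizes. A quasi-likelihood model with 1 mean per group over all 40 libraries and 32 residual degrees of freedom was fitted with edgeR 4.0.16 in R 4.3.3. The 15 comparisons were effects of IL-13, effects of the knockdown, their differences, polysome against input, and the shift of an effect from input to polysome as an interaction term. P-values were two-sided and adjusted by Benjamini-Hochberg over all genes tested, and a gene was called at an adjusted p under 0.05. Folds against a group whose libraries all held at most 3 counts were computed against that floor and are lower bounds. Floors cover counting error only, since reads without molecular identifiers are not independent molecules.

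IGF2BP1, IGF2BP2 and IGF2BP3 were compared between lines with two-sided exact permutation tests of log2(CPM + 1), 5 libraries against 5, for which 252 arrangements give a smallest p of 0.00794. The 4 settings of each gene were adjusted together. Gene lists were tested with fry from limma 3.58.1, adjusted over the comparisons of each list. The 4 lists fixed from general knowledge were genes induced by IL-13 in airway epithelium, IL-13 receptor and signalling genes, interferon-stimulated genes, and cytosolic ribosomal protein genes. The 13 mitochondrially encoded mRNAs formed another list.

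Genes named in the text followed a rule. IGF2BP3, IGF2BP1, IGF2BP2, MALAT1 and NEAT1 were always named. In each comparison, up to 6 called genes of the IL-13 lists were named, with the 3 called genes of largest absolute log2 fold change that had a mean of at least 1 CPM in a group and no overlap of libraries between groups. A gene that met this rule is not reported here, and the counts of genes include it. For differences of effects the 3 called genes of smallest p were named. The groups, the tests, this rule, the lists and the alternatives were chosen before the data were examined, except where stated.

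Alternatives were DESeq2 size factors in the same fit, the Wald test of DESeq2 1.42.0, no filter beyond 1 count, only the libraries compared, the replicate number or the culture as a replicate block, camera with a preset correlation of 0.01, a pseudocount of 0.1 CPM, genes of at least 10 CPM, adjustment over a list alone, and leaving out each library in turn. Further alternatives were chosen after seeing the data: only the 20 libraries of a fraction, the 37 libraries of at least 5000000 counts, an offset for transcript length from the deposited values, and 38 libraries without unstimulated control culture 1.

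The procedure was tested on simulated data drawn from the means and library sizes of the 40 libraries. Of 200 genes changed 4-fold among 16292, the model recovered 85.5% for an IL-13 effect in input, 87.0% for a knockdown effect in polysome and 66.5% for a polysome shift, with 3.93%, 5.95% and 6.99% of the calls false. Of 200 genes changed 2-fold among 16310, it recovered 38.0%, 37.0% and 5.0%. The simulation gave both fractions the spread fitted over all 40 libraries and drew genes independently. The real coefficient of variation was 0.332 in input and 0.481 in polysome libraries. The simulated rates of false calls therefore do not measure those of the real polysome calls. No pair of replicate libraries was a copy of another, with a lowest chi-square per degree of freedom of 16.18 over 80 pairs.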

Results

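The series measured RNA in 8 groups of 5 libraries, 20 from input and 20 from polysome RNA. Total estimated counts were 26558345 ± 6565279 (SD, n = 20) per input library, between 14044352 and 40441061. Polysome libraries held 19066962 ± 11019838 (SD, n = 20), between 1816848 and 34082191. The 3 libraries under 5000000 counts were polysome libraries of cells labelled knockdown: unstimulated replicates 1 and 5 (3980588 and 1816848 counts) and IL-13 replicate 5 (2302952 counts). The typical biological coefficient of variation was 0.332 in input and 0.481 in polysome libraries. The first principal component held 58% of the variance and the second 12.4%.

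**Figure D1:**
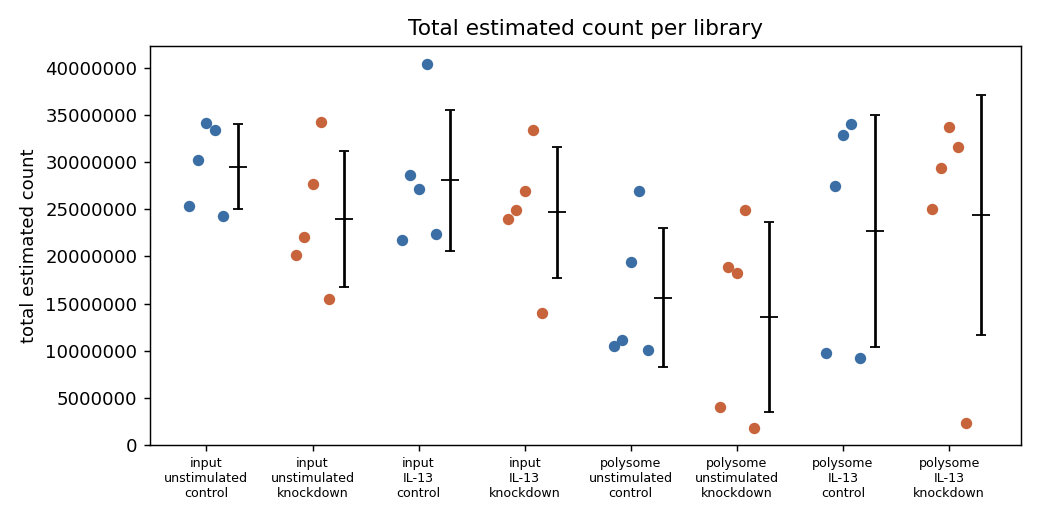
Total estimated count of each library, by group, with control lines in blue, lines labelled knockdown in orange, and the mean and SD of the 5 libraries in black. The 3 lowest polysome libraries held 1816848, 2302952 and 3980588 counts.

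The targeted gene, IGF2BP3 (ENSG00000136231.14), was compared first, as a check of the labels. In unstimulated input libraries it measured 35.2 CPM ± 11.3 (SD, n = 5) in control and 24.9 CPM ± 3.02 (SD, n = 5) in cells labelled knockdown, 29.4% lower. This difference was within the spread between libraries (log2 difference -0.43, two-sided exact permutation p = 0.103, adjusted 0.206). With IL-13 it measured 35.4 CPM ± 6.72 (SD, n = 5) and 25.9 CPM ± 6.29 (SD, n = 5), 26.9% lower (log2 difference -0.45, exact permutation p = 0.0476, adjusted 0.190). In polysome libraries it measured 11.2 CPM ± 6.84 and 11.2 CPM ± 8.60 (SD, n = 5) without IL-13, with an exact permutation p of 0.976. With IL-13 it measured 10.6 CPM ± 3.62 and 9.15 CPM ± 4.79 (SD, n = 5), with an exact permutation p of 0.556, adjusted 0.741. The ranges of the lines overlapped in all 4 settings. In a test chosen after seeing the data, the mean difference over both input settings was -0.44 (exact permutation p = 0.0074, adjusted over 2 tests 0.0148) and that over all 4 settings was -0.30 (permutation p = 0.110). IGF2BP3 RNA therefore did not separate single libraries of the lines, and every direction given below for the knockdown rests on the labels. Leaving out unstimulated control input replicate 1, at 20.7 CPM, moved the unstimulated input difference most, to -0.60 with an exact permutation p adjusted to 0.0317. Over the 10 fits without 1 library this adjusted p ran from 0.0317 to 0.365.

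**Figure D2:**
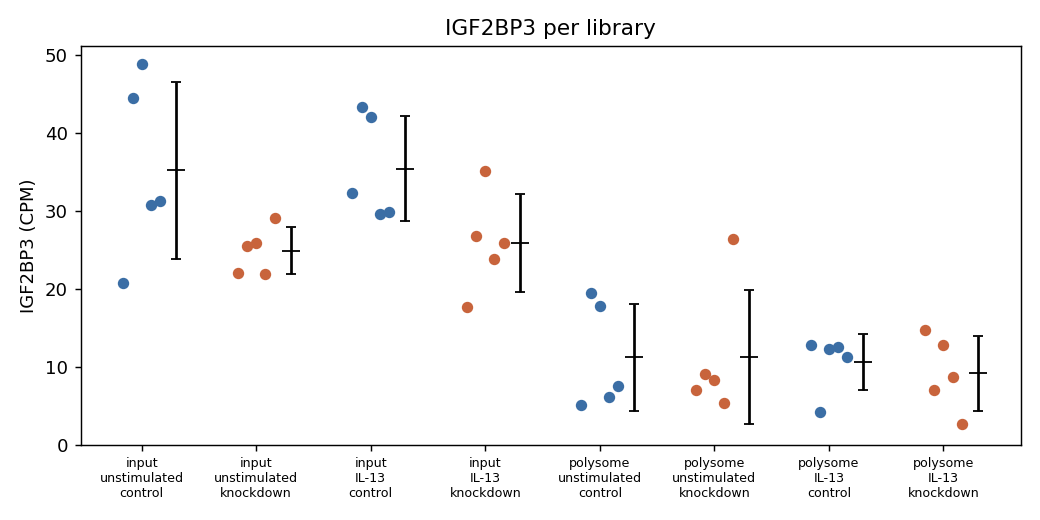
IGF2BP3 in CPM for each library, by group, with control lines in blue, lines labelled knockdown in orange, and the mean and SD of the 5 libraries in black. Control and knockdown libraries overlap in each of the 4 settings, with input means of 35.2 and 24.9 CPM without IL-13.

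Among its paralogs, IGF2BP2 (ENSG00000073792.16) had higher means in cells labelled knockdown in all 4 settings, beyond the spread in 1 by the exact permutation test. It measured 63.5 CPM ± 5.43 in control and 90.1 CPM ± 11.8 (SD, n = 5) in knockdown input libraries with IL-13, without overlap (log2 difference 0.49, exact permutation p = 0.00794, adjusted 0.0318). The differences in unstimulated input (0.28), unstimulated polysome (0.65) and IL-13 polysome (0.69) had exact permutation p-values adjusted to 0.0794, 0.111 and 0.111. The main edgeR fit called IGF2BP2 for the knockdown in none of the 4 settings, with a smallest adjusted p of 0.303, in IL-13 polysome. IGF2BP1 (ENSG00000159217.10) did not differ beyond the spread, with exact permutation p-values adjusted to 0.944 in all 4 settings.

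The effect of IL-13 was asked in each line and fraction. In input, 13 genes were called in control cells and 14 in cells labelled knockdown, all higher with IL-13. At an unadjusted p under 0.05 there were 341 and 173 genes, where chance gives 837. The 837 holds only if the fitted spread is right. Counts under it, here and below, therefore do not show that effects are absent. In polysome RNA, 21 genes were called in control cells (16 higher, 5 lower) and 16 in knockdown cells (15 higher, 1 lower), with 860 and 538 genes at an unadjusted p under 0.05. The Wald test of DESeq2 raised the called genes to 33 and 22 in input and 61 and 36 in polysome. With only the libraries compared they were 8 and 19 in input and 3 and 9 in polysome. Fits on the 20 libraries of a fraction, chosen after seeing the data, gave 12 and 15 in input and 9 and 8 in polysome. The lines shared 12 called genes in input and 10 in polysome, each with the same direction. Called in all 4 comparisons were 10 genes, among them CCL26, CISH, HSD3B1 and SOCS1. In any of the 4 comparisons 27 genes were called, 12 of them in only 1.

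CISH (ENSG00000114737.16) rose in control input from 2.07 CPM ± 0.526 to 33.3 CPM ± 7.52 (SD, n = 5), a log2 fold change of 4.01 ± 0.253 (SE) with an adjusted p of 4.89e-14 in edgeR. In knockdown input it rose by 3.90 ± 0.254, and in polysome libraries by 3.95 ± 0.254 in control and 4.55 ± 0.273 in knockdown cells. SOCS1 (ENSG00000185338.7) rose by 2.69 ± 0.392 and 2.90 ± 0.399 in input and by 3.40 ± 0.436 and 2.77 ± 0.450 in polysome. CCL26 (ENSG00000006606.9) rose in input from 0.0884 to 12.6 CPM in control cells and from 0.182 to 14.4 CPM in knockdown cells. Its fitted log2 fold changes were 7.01 ± 0.696 and 6.20 ± 0.663 in input, and 6.10 ± 0.746 and 4.09 ± 0.643 in polysome. HSD3B1 (ENSG00000203857.10) was at least 38.8-fold higher with IL-13 in control input, 43.4-fold in knockdown input and 33.3-fold in control polysome. It rose from 0.0449 to 9.78 CPM in knockdown polysome. TGM2 (ENSG00000198959.12) was called over all genes within a line only in knockdown polysome. There it ranged from 7.43 to 87.3 CPM between the 5 IL-13 libraries. It lost this call in 9 of the 10 fits that each left out a library. Averaged over both lines, TGM2 was called in input (adjusted p = 0.0189 in edgeR) and in polysome (0.0356). Adjusted over the IL-13-induced list alone, it was called in input in both lines, but not in control polysome.

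**Figure D3:**
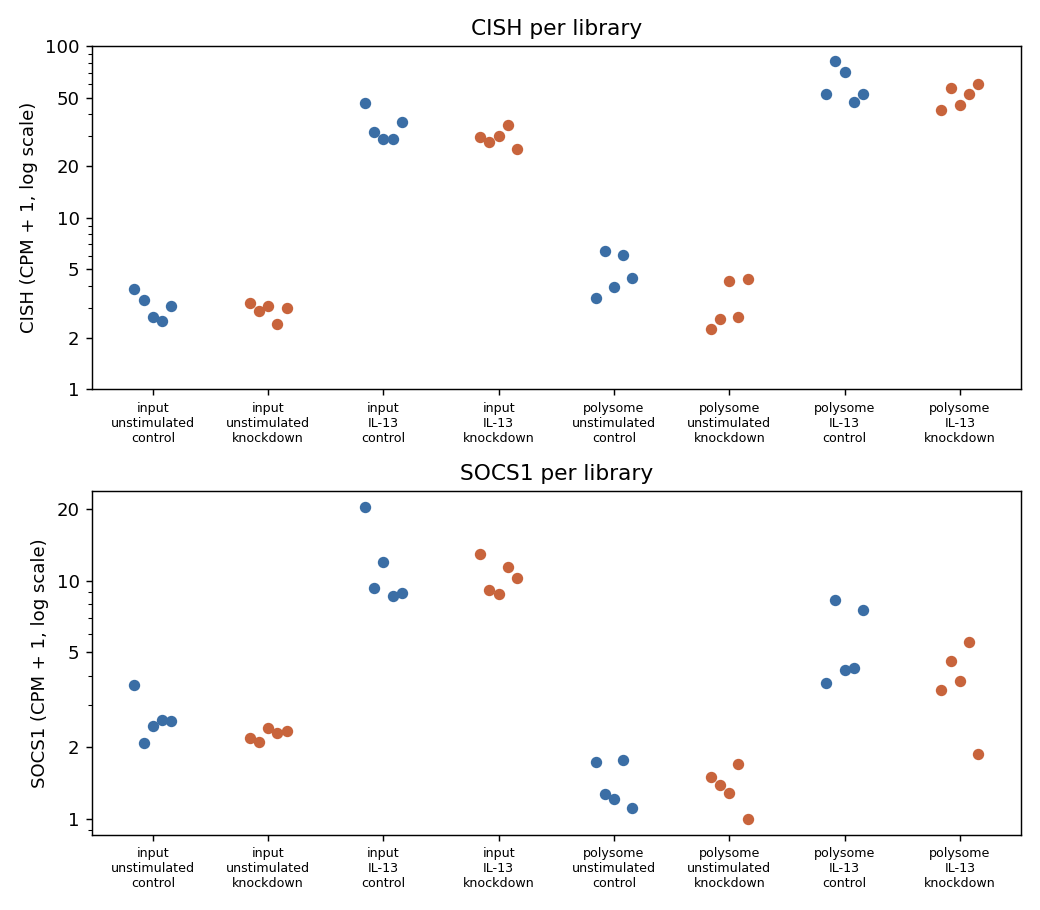
CISH and SOCS1 in CPM plus 1 on log axes, for each library by group, with control lines in blue and lines labelled knockdown in orange. All 5 IL-13 libraries of each group lie above the 5 unstimulated libraries of the same line and fraction.

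Whether the lines responded differently to IL-13 was tested as a difference of effects. No gene was called in input (153 at an unadjusted p under 0.05) or in polysome (563), where chance gives 837. The 25 genes called for the IL-13 effect averaged over both lines in input differed by a median of -0.0026 on the log2 scale (12 larger in knockdown, 13 in control, fry adjusted p = 0.935). The 35 genes so called in polysome differed by 0.12 (19 and 16, fry adjusted p = 0.523). Of the 40 genes in the IL-13-induced list 16 were expressed. The list moved with IL-13 in all 4 comparisons (fry adjusted p of 2.0e-07 and 1.1e-08 in input, 2.5e-06 and 1.2e-06 in polysome), with medians of 1.21, 1.78, 1.08 and 1.41. With genes near the floor set to their bounds these medians were 1.21, 1.42, 0 and 0.0900, so the polysome medians rested on such genes. In the fits without 1 library the knockdown input median was between 0.554 and 0.786, with 17 genes of the list tested. Of these 16 genes, 9 and 8 were called in input when adjusted over the list alone, against 4 and 4 over all genes. In polysome they were 8 and 6, against 4 and 5. The list did not differ between lines (medians 0.39 and 0.33, fry adjusted p of 0.363 and 0.727). Of the 20 receptor and signalling genes tested, CISH and SOCS1 were called for the IL-13 effect in each line and fraction, over all genes and adjusted over the list alone. None was called for the knockdown over all genes, and at an unadjusted p under 0.05 there was at most 1 per comparison. CISH was called for it when adjusted over the list alone, in unstimulated polysome RNA.

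The effect of the knockdown was asked within each treatment and fraction. In input, 2 genes were called without IL-13, both higher in cells labelled knockdown, and none with IL-13 (497 and 502 at an unadjusted p under 0.05, where chance gives 837). In polysome, 5 genes were called without IL-13, all higher, and 15 with IL-13 (9 higher, 6 lower), with 1242 and 1660 genes at an unadjusted p under 0.05. The DESeq2 Wald test gave 28 and 55 genes in input and 89 and 144 in polysome. The fits on the 20 libraries of a fraction gave 18 and 23 genes in input but 1 and 0 in polysome. The polysome calls therefore rested on a spread shared with the input libraries. The small number of input calls rested on it as well, and does not show that the lines were alike. Of the 18 genes called in any of these comparisons, RGS4 was called in 3, MATK and PUDP in 2 and 15 in only 1. The fitted change had the same sign in all 4 comparisons for 16 of the 18. A call in only 1 comparison thus does not show a difference limited to it.

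RGS4 (ENSG00000117152.14) measured 6.09 CPM ± 1.03 in control and 20.4 CPM ± 5.4 (SD, n = 5) in knockdown unstimulated input, a log2 fold change of 1.74 ± 0.319 (SE) with an adjusted p of 0.0262 in edgeR. Its call was lost in 8 of the 10 fits that each left out a library. In unstimulated polysome RNA, CLMP (ENSG00000166250.12) was higher by 1.77 ± 0.279 (edgeR adjusted p = 0.00332), RGS4 by 1.72 ± 0.320 and GRIN2A (ENSG00000183454.18) by 1.67 ± 0.329. RGS4 and GRIN2A lost their calls in 6 and 7 of 10 such fits, and CLMP in none. In polysome RNA with IL-13, TNS1 (ENSG00000079308.21) and MATK (ENSG00000007264.15) were listed at 0 in all 5 control libraries. They were at least 16.8-fold and 7.09-fold higher in knockdown. The MATK bound rests in part on knockdown replicate 5, of low depth, at 3.90 CPM (9 counts) against 0.418 to 1.07 in the others. The MATK call held in every fit that left out a library. NKX2-1 (ENSG00000136352.20) was lower by a fitted log2 fold change of -4.42 ± 0.938 (edgeR adjusted p = 0.0448), a call lost in all 10 such fits. Its fold change in those fits ran from -4.91 to -4.00. Its group means were low but lower in knockdown in all 4 settings, at 0.0607 to 0.146 CPM against 0.885 to 1.66 CPM in control. The interferon-stimulated list (31 genes tested) had medians of -0.28 and -0.0032 in input and -0.33 and -0.092 in polysome, without and with IL-13. Its fry adjusted p-values were 0.116, 0.660, 0.116 and 0.660. No gene of this list was called over all genes for the knockdown (2, 1, 5 and 6 at an unadjusted p under 0.05), and USP18 was called in both polysome settings when adjusted over the list alone.

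Polysome RNA was compared with input in unstimulated control cells. Of the 16735 genes, 6722 were called, 2910 higher and 3812 lower in polysome. The median over all genes was -0.20 on the log2 scale, and -0.16 with DESeq2 size factors, so directions are relative to it. The 13 mitochondrially encoded mRNAs were all lower, by a median of -2.97 (fry adjusted p = 8.9e-07). The nuclear RNAs MALAT1 and NEAT1 were lower by -1.88 ± 0.527 and -2.60 ± 0.407 (SE), with adjusted p-values of 0.00384 and 2.1e-06 in edgeR. DHX29, ALMS1 and CEP350 were listed at 0 in all 5 polysome libraries, and were at least 56.1-fold, 49.8-fold and 37.3-fold lower than in input. These bounds cover unstimulated control cells only. In the other groups DHX29 averaged 2.75 to 3.51 CPM in polysome against 12.7 to 18.15 CPM in input. There ALMS1 averaged 0.101 to 1.57 CPM in polysome, and CEP350 at most 0.948 CPM. Across 10323 genes the fold changes also followed transcript length (Spearman's rho -0.461), which was not separated from polysome binding. Ribosomal protein genes had a median of -0.26 (49 of 85 lower, fry adjusted p = 0.267).

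Whether the knockdown or IL-13 changed polysome loading was tested as a shift of the effect from input to polysome. The shift of the knockdown effect gave no call without IL-13 (283 genes at an unadjusted p under 0.05) and 1 with IL-13 (300), TNS1 (adjusted p = 0.00786 in edgeR). This call was lost without polysome IL-13 control replicate 4, with an adjusted p of 0.0519. The fits without 1 library ran from 0.00344 to 0.0519. With the culture as a replicate block no gene was called for this shift. The shift of the IL-13 effect gave no call in control (326) or knockdown cells (219). Chance gives 837 genes at an unadjusted p under 0.05. Ribosomal protein genes had median shifts of the knockdown effect of -0.18 (80 of 85 lower) and -0.20 (78 of 85 lower), with fry adjusted p-values of 0.267 and 0.267. At this depth, and with 1 spread for both fractions, the simulated shifts of 2-fold were recovered in only 5.0% of genes, so smaller shifts were not detectable.

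Effects from comparisons that shared no library were correlated across genes, which are not independent replicates. Over the 8920 genes of at least 10 CPM, Pearson's r was 0.332 between the IL-13 effects of the lines in input and 0.236 in polysome. It was 0.503 between the knockdown effects without and with IL-13 in input and 0.522 in polysome. Over all 16735 genes these values were 0.115, 0.0681, 0.182 and 0.147.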

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

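The test of depth on single values was set out before its result was seen, but the limit to gene values and both counts used in its place were chosen after, as were the tests on TNS1 and on unstimulated control culture 1. Of 151 group values examined, 21 lay far from the other 4 libraries of their group, with a gap over 0.71 of the range. For normally distributed values chance would give about 8. A group at 0 in 4 libraries and above 0 in 1 is always flagged, as for HSD3B1, MATK, ALMS1 and CEP350. The 21 and the 8 are therefore not comparable.

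A first set of 5 values lay in 2 of the 3 polysome libraries with under 5000000 counts. Polysome IL-13 knockdown replicate 5 held 2302952 counts, against 25016505 to 33763265 in the other 4. In it MATK measured 3.90 CPM (9 counts). In polysome unstimulated knockdown replicate 5, DHX29 measured 12.2 CPM, IGF2BP3 26.4 CPM and MALAT1 76.3 CPM. The total is depth itself, so only the 20 gene values were used to test depth. Of these, 16 lay in deeper libraries, but with 3 of 40 libraries of low depth most would lie there in any case, so the test set out before decides nothing. The 6 groups with no low-depth library held 8 values of at least 20 counts. They were set against 106 tested, where chance gives 5.3 (one-sided exact binomial p = 0.161). The 106 were not limited to 20 counts, and included MATK in unstimulated control input, with at most 4 counts. The 8 and the 106 are therefore not comparable, and this p decides nothing. The low-depth libraries held 4 values, where chance gives 1.5 (one-sided exact binomial p = 0.0582). Both p-values take values of a library as independent. Low depth as the source thus stays undecided for all values. For these 4, with so few values, it cannot be told apart from chance or another source.

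Several others rested on a handful of counts near the floor. HSD3B1 measured 0.112 CPM (1 count) in polysome unstimulated control replicate 5 and 0.225 CPM (4 counts) in polysome unstimulated knockdown replicate 2, against 0 in the rest. CCL26 measured 0.557 CPM (5 counts) in that control library. MATK measured 0.143 CPM (4 counts) in input unstimulated control replicate 1, and ALMS1 0.505 CPM (9 counts) in polysome unstimulated knockdown replicate 2. No biological explanation was tested for these.

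At higher counts, TGM2 measured 1.83 CPM in polysome unstimulated knockdown replicate 3 and 87.3 CPM in polysome IL-13 knockdown replicate 4. CLMP measured 7.34 CPM in polysome unstimulated control replicate 3. In polysome IL-13 control, NKX2-1 measured 3.35 CPM and IGF2BP3 4.23 CPM in replicate 2, and ALMS1 3.14 CPM in replicate 3. CEP350 measured 4.74 CPM (101 counts) in polysome unstimulated knockdown replicate 4 and was listed at 0 in the other 4 libraries. SOCS1 measured 19.4 CPM in input IL-13 control replicate 1, and NEAT1 116 CPM in input unstimulated control replicate 2. No explanation was tested for these single values.

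TGM2 stood apart in both libraries of unstimulated control replicate 1, at 26.5 CPM in input (0.478 to 3.61 in the others) and 16.7 CPM in polysome (0 to 1.64). A count was made, in every library, of genes more than 4-fold above the highest other library of its fraction, on CPM plus 1. The input library of this culture had 62 such genes and its polysome library 61, with 53 in common where chance gives 0.23. The other 38 libraries had a median of 0 and at most 3. Genes in common, named after their values were seen, included CCN2 (1610 CPM in input against at most 127 elsewhere), EGR1 (1010 against 124), CXCL8 (132 against 0.582), FOSB (113 against 2.41), IL6 (59.7 against 6.33) and ASNS (346 against 27.7). The 53 genes shared by separately prepared libraries argue against the preparation of a single library. A different state of this culture, such as a stress or growth-factor response, may be the source, as no other library exceeded 3 such genes. RNA from other cells in the same dish was not tested. This culture is a reference in every comparison with unstimulated control cells, and results without it are given with the processing.

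In the main edgeR fit, TNS1 was the only gene called for a knockdown effect that differed between input and polysome, with IL-13. The DESeq2 Wald test called more genes for this shift, and the fit with the culture as a replicate block called none. The fitted TNS1 difference of 9.06 on the log2 scale depends on the prior count. TNS1 was listed at 0 in all 5 polysome control libraries with IL-13. In that group 10 genes were listed at 0 while averaging at least 5 CPM in another group, and each of the 8 groups had such genes. Values near the floor in 1 group may thus be enough to give such a gene, and a biological difference stays open and untested.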

How the results depend on the processing

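The fits on the 20 libraries of a fraction, on 37 libraries, on 38 libraries and with a length offset were chosen after seeing the data. Where a value changed, the cause was not tested, unless stated. The count for polysome against input in unstimulated control cells stayed within 1.5 times of 6722 in every alternative run, from 5454 to 7185 genes. The direction of CISH, SOCS1, CCL26 and HSD3B1 with IL-13, and their calls, held in all fits that left out a library.

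The DESeq2 Wald test gave more genes in nearly every comparison. IL-13 effects rose to 33 and 22 genes in input and 61 and 36 in polysome, and differences between lines to 6 in input and 25 in polysome. Knockdown effects rose to 28 and 55 genes in input and 89 and 144 in polysome, without and with IL-13. Polysome shifts rose to 10 and 10 for the knockdown, and to 20 and 5 for IL-13 in control and knockdown cells. With DESeq2 size factors in the edgeR fit, the unstimulated knockdown effect gave 5 genes in input and 8 in polysome.

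With only the libraries compared, IL-13 in control cells gave 8 genes in input and 3 in polysome, and IL-13 in knockdown polysome gave 9. Knockdown effects gave 11 and 15 genes in input and 0 and 0 in polysome. On the 20 libraries of a fraction, knockdown effects gave 18 and 23 genes in input, and 1 and 0 in polysome, and IL-13 effects 9 and 8 in polysome. The libraries of input varied less (coefficient of variation 0.332 against 0.481), so a shared spread is too wide for input and too narrow for polysome. Knockdown calls in polysome, and their small number in input, should be read with that limit.

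With no filter beyond 1 count, knockdown effects gave 11 and 19 genes in input and 13 in unstimulated polysome, the difference between lines in polysome 1, and the IL-13 shift in control cells 1. Medians of the IL-13-induced list in control input and polysome, and of the interferon-stimulated list with IL-13 in input, became 0.

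The 37 libraries of at least 5000000 counts gave 7 genes for the unstimulated knockdown in input, 10 for IL-13 in knockdown polysome, 30 for the knockdown with IL-13 in polysome, and 1 for the IL-13 shift in control cells. The length offset gave 0 genes for the unstimulated knockdown in input and 2 in polysome, 1 for the difference between lines in polysome, and 1 for the IL-13 shift in control cells.

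Without unstimulated control culture 1 (38 libraries), knockdown effects gave 7 and 8 genes in input and 28 with IL-13 in polysome, and the difference between lines in polysome gave 1. IGF2BP3 in unstimulated input then differed by -0.60, with an exact permutation p adjusted to 0.0317, against 0.0317 to 0.365 over the fits without a library. Since this culture was chosen for its values, that p is not independent evidence of a knockdown. IGF2BP1 reversed to 0.063 there.

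Same-numbered libraries of different groups deviated with a median correlation of -0.0029, from -0.624 to 0.677, against -0.0121 for different numbers. For input and polysome of the same line, treatment and number the median was 0.0204 (from -0.450 to 0.586), against -0.0509 for different numbers. Pairing was thus weak, but 53 genes raised in both libraries of unstimulated control replicate 1 tied those to each other. With the number as a replicate block, the unstimulated knockdown effect gave 0 genes in input and 3 in polysome, and the median difference of the shared IL-13 response in input became 0.032. With the culture as a replicate block, the shift of the knockdown effect with IL-13 gave 0 genes, so the TNS1 call was lost.

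Camera, with its preset correlation, called lists that fry did not: the IL-13-induced list between lines in input (median 0.39), ribosomal protein genes in both shifts (-0.18 and -0.20), and the interferon-stimulated list for the unstimulated knockdown (-0.28 in input and -0.33 in polysome). The IL-13-induced list for the 4 effects and the mitochondrial mRNAs were called by both. With DESeq2 size factors the median difference of the shared IL-13 response in input was 0.015. Adjusted over the list alone, 1 signalling gene was called for the unstimulated knockdown in polysome. Restricting the agreement to genes of at least 10 CPM raised r between lines to 0.332 and 0.236 for IL-13. For the knockdown between treatments r rose to 0.503 and 0.522. Between fractions it rose to 0.536 and 0.490 for IL-13, and to 0.643 and 0.643 for the knockdown. Libraries of both fractions with the same line, treatment and number are taken as 1 culture. The r between fractions is therefore not comparable with the others.

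Leaving out 1 library at a time moved counts as follows, with the library at a limit named where a count moved over 1.5 times. IL-13 in control input gave 8 genes (without unstimulated control replicate 3) to 14, and in knockdown input 8 (without IL-13 knockdown replicate 2) to 12. Knockdown effects in input gave 0 to 5 genes without IL-13 (5 without unstimulated knockdown replicate 3) and 0 to 23 with it (23 without IL-13 control replicate 4). In polysome they gave 1 (without unstimulated control replicate 4) to 21 genes (without unstimulated control replicate 3), and 2 (without IL-13 knockdown replicate 1) to 16. The difference between lines in polysome gave 0 to 2 genes (2 without unstimulated knockdown replicate 2). Shifts of the knockdown effect gave 0 to 1 gene without IL-13 (1 without polysome unstimulated control replicate 1) and 0 to 1 with it (0 without polysome IL-13 control replicate 4). Shifts of IL-13 in control cells gave 0 to 1 (1 without polysome unstimulated control replicate 4).

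For list medians, the IL-13-induced list ran from -0.118 (without unstimulated control replicate 4) to 1.67 in control input, from -0.0962 (without IL-13 control replicate 2) to 1.98 in control polysome, from 0.139 (without IL-13 knockdown replicate 4) to 1.73 (without unstimulated knockdown replicate 1) in knockdown polysome, and from -0.0034 (without unstimulated control replicate 1) to 0.406 between lines in polysome. In knockdown input all 10 fits gave 0.554 (without unstimulated knockdown replicate 2) to 0.786 (without unstimulated knockdown replicate 1), below the 1.78 of the fit with all libraries. These 10 fits each tested 17 genes of the list in place of 16, and whether that gene moved the median was not tested. The list was called in all these fits for the IL-13 effect in knockdown cells. Between lines in input its median ran from 0.112 (without unstimulated control replicate 1) to 0.673 (without IL-13 control replicate 3). It was called in none of these, with fry adjusted p-values from 0.223 to 0.943. The interferon-stimulated list with IL-13 ran from -0.0709 to 0.0489 (without IL-13 knockdown replicate 3) in input. In polysome with IL-13 it ran from -0.171 to 0.0349 (without IL-13 knockdown replicate 4). In unstimulated input it ran from -0.3323 to -0.1665 (without unstimulated control replicate 1), and was not called. In unstimulated polysome it ran from -0.371 to -0.138. It was called there without unstimulated control replicate 5 (fry adjusted p = 0.0115, against 0.0115 to 0.290 over these fits). Ribosomal protein genes ran from -0.3137 (without input unstimulated control replicate 4) to -0.1223 in the knockdown shift without IL-13. With IL-13 this shift ran from -0.2945 to -0.1125 (without input IL-13 control replicate 1). For polysome against input they ran from -0.3128 to -0.1423 (without input unstimulated control replicate 4). No such fit called the ribosomal list. The shared IL-13 response between lines ran from -0.0832 to 0.0803 in input and from -0.182 (without unstimulated control replicate 5) to 0.166 in polysome, where the fry adjusted p of the reversed median without that library was 0.0123, against 0.0123 to 0.970 over these fits.

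IGF2BP3 differences ran from -0.602 (without unstimulated control replicate 1) to -0.303 in unstimulated input, from -0.563 (without IL-13 knockdown replicate 3, exact permutation p adjusted to 0.0317, against 0.0317 to 0.206) to -0.326 in IL-13 input, from -0.354 to 0.206 in unstimulated polysome, and from -0.546 to 0.0537 (without IL-13 knockdown replicate 5) in IL-13 polysome. IGF2BP1 differences ran from -0.161 to 0.0850 and -0.163 to 0.151 in input, and from -0.255 to 0.282 and -0.289 to 0.0486 in polysome. The positive IGF2BP2 difference in IL-13 input ran from 0.442 to 0.562 and the lines stayed without overlap in all 10 fits. The exact permutation p, adjusted to 0.0317 or 0.0635, was set there by the few arrangements of 4 against 5 libraries, so the 5 fits at 0.0635 do not show an unstable difference. For single named genes other than IGF2BP3, 294 values under other settings comprised 259 with the same call, 34 weaker and 1 reversed. For these genes 390 fits without a library gave 329 with the same call, 46 weaker, 2 stronger and 13 reversed. Any change of sign was counted as reversed, whether or not there was a call. The 13 were all of IGF2BP1, which did not differ beyond the spread in any setting.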

Other observations

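The tests below on the agreement of knockdown effects and on ribosomal protein genes were set out before their results were seen, and the comparison of the ribosomal genes with their matched genes library by library was added after. All other tests here, the counts of splits included, were chosen after the results were seen.

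Other splits of the same libraries were drawn 30 times per comparison, the real split included. In input, 1 of the 30 splits gave as many genes as the real one for the IL-13 effect in control cells, 1 for that in knockdown cells, and 1 for the unstimulated knockdown effect. In polysome, 4 of the 30 splits gave as many genes for the IL-13 effect in control cells (up to 2237 genes), 2 in knockdown cells (up to 1543) and 7 for the unstimulated knockdown effect (up to 1374). With IL-13, 1 split gave as many for the knockdown effect. For polysome against input it was 1 split, with at most 3599 genes in another. For the shift of the knockdown effect with IL-13 it was 2. Each comparison with no call was matched by 30 of 30 splits. The 2 polysome IL-13 counts, the unstimulated polysome knockdown count and the TNS1 shift were thus matched by at least 1 in 20 splits. Of the genes called for IL-13 in polysome, 12 in control and 12 in knockdown cells were also called in input.

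Polysome libraries of the same group differed along an axis that held 42.5% of the variance within groups. Its correlation with the total count was -0.00228 over 20 libraries (Spearman's rho 0.00602, permutation p = 0.993 and 0.984, r = -0.0855 without the 2 libraries farthest from the median). The upper 95% bound on the size of r was 0.553, so a moderate part for depth cannot be told apart from none with 20 libraries. The axis followed the relation of each library to transcript length (r = 0.599, rho = 0.668, permutation p = 0.0104 and 0.00375, adjusted 0.0208 and 0.0075, r = 0.630 without 2 libraries). Both measures came from the same values. A difference in transcript length composition, as fragmentation or selection could give, is consistent with this.

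Fold changes followed transcript length in most comparisons. Spearman's rho across 10323 genes was -0.461 for polysome against input. For the knockdown it was 0.184 and 0.483 in input, and 0.344 and 0.478 in polysome, without and with IL-13. For IL-13 it was -0.402 and -0.0565 in input, and -0.0497 and 0.226 in polysome, in control and knockdown cells, so it had no common sign. The agreement of the knockdown effects without and with IL-13 in input, r = 0.503 across genes, was 0.490 after removing this trend. On mean log2 CPM the corrected r was 0.587, with a jackknife interval of 0.288 to 0.885 over 20 libraries. That argues against length as the whole source of the agreement. The lines may differ in ways that persist across treatments, but whether through IGF2BP3 or through the history of each line was not separable.

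Exact zeros occurred where the other libraries of the group predicted at least 20 counts. There were 1756 in the 17 polysome libraries of at least 5000000 counts, a median of 88 per library and 83.2 per 10000 genes. The 20 input libraries had 1328, or 49.0 per 10000. Counting error alone gives under 1 in either, so depth was not the source. Few template molecules and all-or-none assignment of reads between genes cannot be told apart, since zeros were also frequent in input and the quantification is not stated.

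Ribosomal protein genes shifted by -0.18 with the knockdown in polysome relative to input without IL-13. The 10000 lists matched on length and expression had a median of -0.0773 and a central 95% from -0.11 to -0.0453, and none was as low. By the criterion set beforehand this counted against length and expression as the source. The matched lists do not carry the spread between libraries. Taken within each of the 20 libraries, the excess of the list over its matched genes shifted by -0.115, with a jackknife 95% interval of -0.443 to 0.213. As this interval included 0, length and expression cannot be told apart from a shift of the list itself.

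The summed CPM of 5 Y-linked genes, a list chosen after seeing the data, was lower in cells labelled knockdown. The log2 differences were -1.16 and -0.69 in input and -1.72 and -2.11 in polysome, without and with IL-13. Two-sided exact permutation p-values adjusted over the 4 settings were 0.0159, 0.0873, 0.0159 and 0.0212. All 5 genes were lower in each setting. The autosome medians lay between -0.23 and 0.15. A clonal difference between the lines cannot be told apart from an effect of the knockdown, with 1 line per hairpin.

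As IGF2BP3 overlapped between the lines, swaps of single libraries were tested. The 20 genes that best separated the lines in input put 20 of 20 polysome libraries on the side of their own line, and 20 genes chosen in polysome did the same for 20 of 20 input libraries. This argues against single libraries swapped between the lines. It does not address labels of the lines exchanged as a whole, which would give the same 20 of 20. If the hairpin lowers its target, such an exchange would make IGF2BP3 higher in cells labelled knockdown. It was lower by -0.44 on average over both input settings (exact permutation p = 0.0074, adjusted over 2 tests 0.0148), and negative in each of the 20 fits without 1 input library. This argues against an exchange as a whole. Over all 4 settings the mean was -0.30 (permutation p = 0.110). A hairpin that does not lower its target was not tested.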
